A study of Mus musculus with 2 samples. Its data were reported in "The olfactory receptor Olfr78 promotes differentiation of enterochromaffin cells in the mouse colon" (2023).

How the data were processed

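Single-cell transcriptomes of mouse colon cells were analysed from 1 wild type (WT) mouse aged 8 months and 1 Olfr78-GFP knockout (KO) mouse aged 6 months. In the Olfr78-GFP line the coding exon of Olfr78, a receptor for short-chain fatty acids (SCFA), is replaced by a reporter. Each mouse gave 1 droplet library (10x Genomics 3′ chemistry), in which every captured mRNA molecule carries a cell barcode and a unique molecular identifier (UMI). The labels and the study's methods name different versions of the library kit, and the version was not settled here. The 2 groups each hold 1 library, so genotype, age, dissection and library preparation differ together.

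The deposited values were whole-number UMI counts per gene and cell barcode, made by the authors with cellranger 6.1.1 per the file headers and not normalised. Both libraries listed 21937 features, the last of which was a reporter sequence named EGFP. The genome build was not stated. Coordinates given here are those of GENCODE annotation of mouse build GRCm38, to which 99.8% of the gene identifiers matched (21894 identifiers). How counting treated overlapping genes was not stated, and Olfr78 shares its first exon region and strand with Olfr560, so the counts of both genes are uncertain. Xist, Pla2g2a and several immunoglobulin genes were not among the features and were not analysed here. Pla2g2a was the 1 gene of the fixed lists (55 genes in 8 lists) without values.

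Cells were kept with 1500 to 30000 UMIs and under 30% mitochondrial UMIs, as in the study's methods. This kept 3279 of 9672 barcodes in the WT library and 3129 of 10277 in the KO library. Scrublet, run per library through scanpy 1.11.5, marked 1 WT cell and 0 KO cells at its own threshold, so that threshold did not work. The cells with the top 5% of doublet scores (163 WT and 156 KO cells) were removed only as an alternative. The kept cells of both libraries were merged, scaled with SCTransform (sctransform 0.4.2, 3000 variable features) and clustered in Seurat 5.3.0 under R 4.3.3 with 20 principal components, at a resolution of 0.8 for all cells. Epithelial cells were clustered again at 0.3 and enteroendocrine cells at 1. The genes of the fixed lists were left out of the clustering features, so that their levels could be compared between libraries. Clusters were named "-like" only from marker lists fixed before the data were examined. A name needed at least 3 markers detected at 1.5 times the level of the other clusters in at least 10% of cells, and a cluster stayed unnamed when its 10 leading genes held more markers of another class. Epithelial-like clusters of all cells were called from the level of 6 epithelial markers. How the marker levels were turned into names was set after the data were examined, and 4 epithelial clusters were left unnamed.

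Levels were UMIs summed over the cells of a class and library, per 1000000 UMIs of those cells (CPM). Sums carry exact Poisson intervals, shares of cells exact Clopper-Pearson intervals and ratios of sums exact conditional binomial intervals, all at 95%. These intervals cover counting error only. With 1 library per genotype there were no replicates, and neither tests nor counts of changed genes are given. Ratios are KO over WT on the log2 scale, with a count under 3 set to 3 and genes under 3 UMIs in both libraries left out. For a list of genes the median log2 ratio is given with an interval from 2000 Poisson resamplings and its percentile among 10000 random lists of the same size, each gene drawn from the 100 genes nearest in mean level. Cells are not replicates, and no difference between genotypes was tested on them. Cells were resampled for 1 ratio, to show how far few cells carried it within the libraries. These percentiles describe the libraries and not the genotypes. The median log2 ratio over the 10271 genes with at least 100 UMIs in epithelial-like cells was -0.11, and leaving mitochondrial UMIs out of the totals moved it to -0.08. Shares of cells with a UMI were computed after thinning each cell to 1500 UMIs.

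Genes named in the text come from the fixed lists or from a rule of size set before the data were examined. Among genes with at least 100 UMIs in a class, the rule took the 5 highest and 5 lowest log2 ratios in epithelial-like cells, and the 3 highest and 3 lowest in each named class with at least 100 cells in each library. Leading genes of unnamed clusters are named to describe the clusters, and these and a few other genes outside the rule were chosen after their values were seen. The ratios, intervals and list statistics were tested on simulated counts for the comparison of KO with WT epithelial-like cells. With 200 of 10271 genes changed by known folds, 95.5% of the intervals held the true ratio, every changed gene had the right sign, and 96.5% of the changed genes were among the 200 largest ratios. A simulated list of 9 genes lowered by 2 on the log2 scale gave a median of -2.01 at percentile 0 of the random lists. The simulated counts were Poisson, as the intervals assume, so the coverage checks the calculation only. Spread between cells or mice was not simulated, and neither were the EEC-like cells.

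The alternatives were a looser and a stricter filter on cells, removal of top doublet scores, log-normalisation in place of SCTransform, integration of the libraries with reciprocal PCA, clustering with all genes as in the study, a resolution of 0.6, epithelial cells picked by an Epcam UMI, enteroendocrine cells picked by at least 3 Chga UMIs, levels as the mean of each cell's CPM, totals without mitochondrial UMIs, a count floor of 10 and a ranking minimum of 300 UMIs. After the data were examined, no upper UMI limit, cells with at least 5000 UMIs only, other groupings of clusters, and removal of the top cell of a list were added. Values of the 10 clusterings come from a final run with a fixed seed. The log-normalised and reciprocal PCA clusterings had differed in an earlier run with other numeric settings. Barcodes outside the kept cells entered only the values given for them. Figures were drawn with matplotlib 3.10.9, and sums were computed with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.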

Results

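Colon from 1 WT and 1 Olfr78-GFP KO mouse was profiled by droplet single-cell RNA sequencing, to ask how loss of Olfr78 changes the cell types of the colon and the enteroendocrine cells (EEC) in particular. The WT library held 75357162 UMIs in 9672 barcodes and the KO library held 62929169 UMIs in 10277 barcodes. The 3279 kept WT cells had a median of 6395 UMIs and the 3129 kept KO cells had a median of 5307 UMIs. Each genotype had 1 library, so no difference given here has a replicate check, and the intervals given are 95% intervals for counting error only.

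The targeted gene was examined first as a check of the labels. Olfr78 (ENSMUSG00000043366) lies on chromosome 7 from 102738511 to 102759471 on the minus strand in GRCm38, and its coding sequence from 102742042 to 102743001 lies within the last exon of its coding transcripts. The kept WT cells held 126 Olfr78 UMIs, or 4.18 UMIs per 1000000 UMIs (CPM) (3.48 to 4.98), and the kept KO cells held 18, or 0.729 CPM (0.432 to 1.15), a log2 ratio of -2.52 (-3.32 to -1.80). The lower level went with the genotype in the labels, although KO cells were not free of Olfr78 UMIs. The last exon runs on past the coding sequence, so 3′ counts may not follow the genotype. Without the upper UMI limit the log2 ratio was -0.90, because 1 KO barcode of 35329 UMIs held 33 Olfr78 UMIs. In the epithelial-like cells Olfr78 fell from 95 UMIs to 5 (log2 ratio -3.81, -5.47 to -2.54), of which EEC-like cells held 85 and 4. Set against UMIs of Tph1, a gene of serotonin synthesis, the log2 ratio in epithelial-like cells was -1.45 (-3.10 to -0.17). Fewer cells with Tph1 among those kept may thus account for part of the fall, and the check of the labels is not independent of that. In muscle or pericyte-like cells Olfr78 was at 19 WT and 13 KO UMIs, a difference within counting error (log2 ratio -0.28, -1.42 to 0.82). No EGFP UMI was found in the kept cells of either library. The overlapping gene Olfr560 (chromosome 7, 102751818 to 102759366, minus strand), picked out after its values were seen, fell from 56 to 2 UMIs, with the split of reads between both genes uncertain. A single WT cell held 26 of the Olfr78 UMIs, and a single WT cell held 30 of the Olfr560 UMIs.

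The neighbouring receptor gene Olfr558 was compared because the study saw it fall in KO tissue. Olfr558 (ENSMUSG00000070423) lies on chromosome 7 from 102702215 to 102712064 on the plus strand. It was at 112 UMIs or 3.72 CPM in WT cells and at 44 UMIs or 1.78 CPM in KO cells, a log2 ratio of -1.06 (-1.60 to -0.55) that ranged from -1.39 to -0.81 over 6 alternatives. In epithelial-like cells there were 38 WT UMIs and 1 KO UMI (log2 ratio -3.23, -10.16 to -2.25), and 1 WT cell held 20 of them. In muscle or pericyte-like cells, where most Olfr558 UMIs lay, there were 69 and 38 (log2 ratio -0.59, -1.20 to 0.00). EEC-like cells held 34 Olfr558 UMIs in WT, 20 of them in 1 cell, and 0 in KO. With the KO count set to 3 the log2 ratio was -2.72, and the upper limit of its interval was -2.34. For the SCFA receptor Ffar2, epithelial-like cells held 15.4 CPM in WT and 10.5 in KO (log2 ratio -0.55, -0.84 to -0.27). Ffar3 was seen mostly in tuft-like cells, with 7 WT and 8 KO UMIs, too few to compare. Over receptors and classes with at least 3 UMIs the median log2 ratio was -0.21 (-0.53 to 0.17). The floor of 3 turned the direction of some of its members, such as Olfr558 in cycling-like cells (3 WT and 0 KO UMIs), so this median does not settle a common direction.

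**Figure D1:**
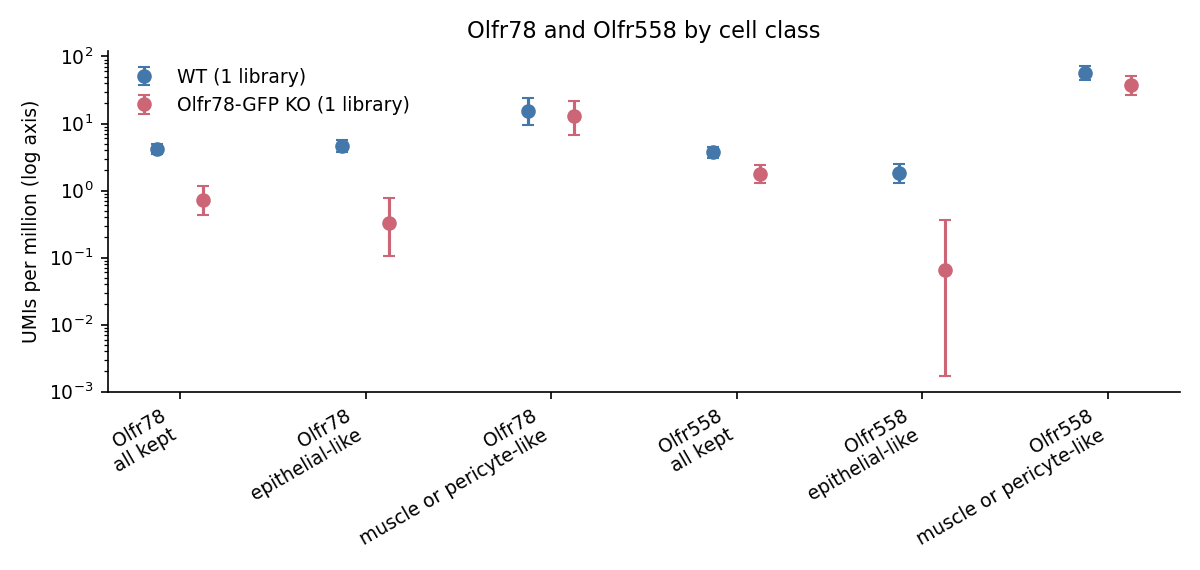
CPM (log axis) of Olfr78 and Olfr558 in all kept cells, epithelial-like cells and muscle or pericyte-like cells of the WT library and the KO library, with 1 library each; points are levels and bars are exact Poisson 95% intervals. In epithelial-like cells the intervals of WT and KO are apart for both genes, and in muscle or pericyte-like cells they overlap.

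Epithelial-like cells made up 53.7% of kept WT cells (1760 cells, 52.0 to 55.4%) and 47.7% of kept KO cells (1494 cells, 46.0 to 49.5%). This share moved with the filter on mitochondrial UMIs and was higher in KO with cells of 1000 to 30000 UMIs and under 50% mitochondrial UMIs, at 70.0% and 77.7%. Within the epithelial-like cells, EEC-like cells were 2.73% in WT (2.02 to 3.60%) and 3.21% in KO (2.38 to 4.24%), with 48 cells in each library and a difference within counting error. Goblet-like cells were 3.47% in WT and 5.89% in KO, against 3.98% and 4.36% among epithelial-like cells with at least 5000 UMIs. For this share 6 of 11 alternatives moved the difference and 1 changed its sign. Absorptive-like cells were 36.5% in WT and 44.3% in KO, and cycling-like cells were 28.4% and 35.8%, but the direction changed under 6 alternatives for absorptive-like and 5 for cycling-like cells. The cycling-like cells differed in depth, with a median of 13562 UMIs in WT and 2245 in KO. Among epithelial-like cells with at least 5000 UMIs the cycling-like share was 27.1% in WT and 17.4% in KO. Tuft-like cells were 0.852% and 0.870%. No cluster met the rule for secretory progenitor-like cells, so their share was not measured. An unnamed cluster led by Mptx1, Spink4, Reg4, Agr2 and Spdef held 5.06% of WT and 4.82% of KO epithelial-like cells. Another unnamed cluster held 5.91% and 4.62%, and 40.4% of its WT cells and 75.4% of its KO cells were among the top 5% of doublet scores.

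**Figure D2:**
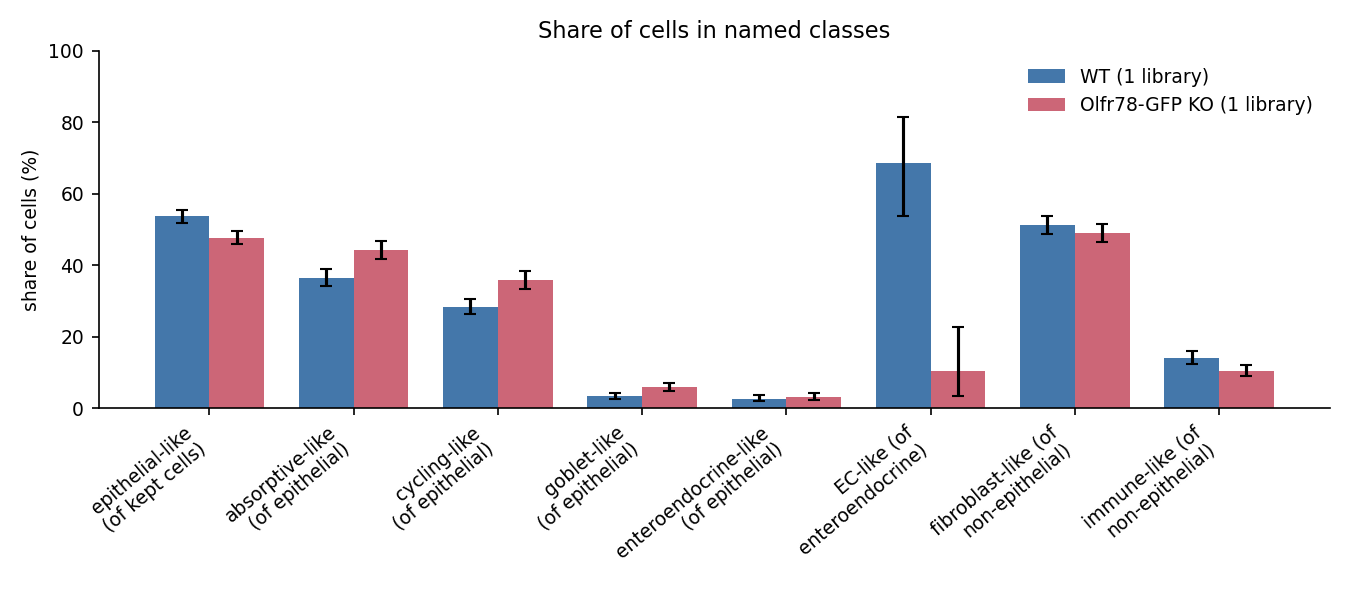
Share of cells (%) in named classes of the WT library (blue) and the KO library (red), 1 library each, with the denominator under each name; bars are shares and lines are exact Clopper-Pearson 95% intervals. EC-like cells among EEC-like cells differ most, at 68.8% in WT and 10.4% in KO, while shares of EEC-like cells overlap. The EC-like name rests partly on genes of the EC list, and most KO Tph1 UMIs lay in an unnamed subcluster.

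EEC of the colon fall mainly into enterochromaffin (EC) cells, which make serotonin, and L cells, which make peptide hormones. The 96 EEC-like cells were clustered again without the genes of the fixed lists, and 3 subclusters resulted. The subcluster named EC-like held 33 of 48 WT cells (68.8%, 53.7 to 81.3%) and 5 of 48 KO cells (10.4%, 3.47 to 22.7%). Its name rests on markers that include Tph1, Ddc, Chgb, Lmx1a and Fev, which are also in the fixed list of EC genes. The lower share of EC-like cells is therefore not independent of lower EC genes in KO. An unnamed subcluster held 5 WT and 29 KO cells, and the L-like subcluster held 10 and 14. Names of subclusters did not sort cells by serotonin genes in the KO library. The 5 KO cells of the EC-like subcluster held 1 Tph1 UMI, while the 29 KO cells of the unnamed subcluster held 67 Tph1 UMIs in 16 cells and 703 Chgb UMIs. Leading genes of the EC-like subcluster also included Olfr560 and Olfr558, which themselves differed between the libraries. After thinning to 1500 UMIs, 47.9% of WT EEC-like cells (33.3 to 62.8%) and 29.2% of KO EEC-like cells (17.0 to 44.1%) had a Tph1 UMI, with overlapping intervals. Before thinning these shares were 50.0% and 35.4%. Fibroblast-like cells, which should lack Tph1, gave 0.514% and 0.374% after thinning. Median depths were 2678 and 2265 UMIs in EEC-like cells and 6396 and 5617 in fibroblast-like cells.

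The fixed list of 9 EC genes was lower in KO EEC-like cells. Its median log2 ratio was -1.50 (-2.12 to -0.99), at percentile 0 of the random lists, and 8 of 9 genes were lower. Tph1 (ENSMUSG00000040046, chromosome 7, 46644641 to 46672537) fell from 2149 to 377 CPM (log2 ratio -2.51, -2.89 to -2.15). Chgb (ENSMUSG00000027350, chromosome 2, 132781278 to 132795079) had the lowest ratio, at 25431 and 4080 CPM (log2 ratio -2.64, -2.75 to -2.53). Chga had a log2 ratio of -2.19 (-2.37 to -2.01). Rab3c, Lmx1a and Ddc were lower with intervals below 0, whereas the intervals of Gch1, Gstt1 and Fev included 0. The alternative that moved the list most was the removal of the upper UMI limit, at -0.88. The UMIs were unevenly spread over cells. A single WT cell held 34.2% of the 11326 EC-list UMIs, and a single KO cell held 43.7% of 1220. Without these cells the median log2 ratio was -2.06. Over all epithelial-like cells, a denominator that does not depend on how EEC were picked, the EC list had a median log2 ratio of -1.57 (-2.02 to -0.95), and it was -0.48 when levels were means over cells.

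**Figure D3:**
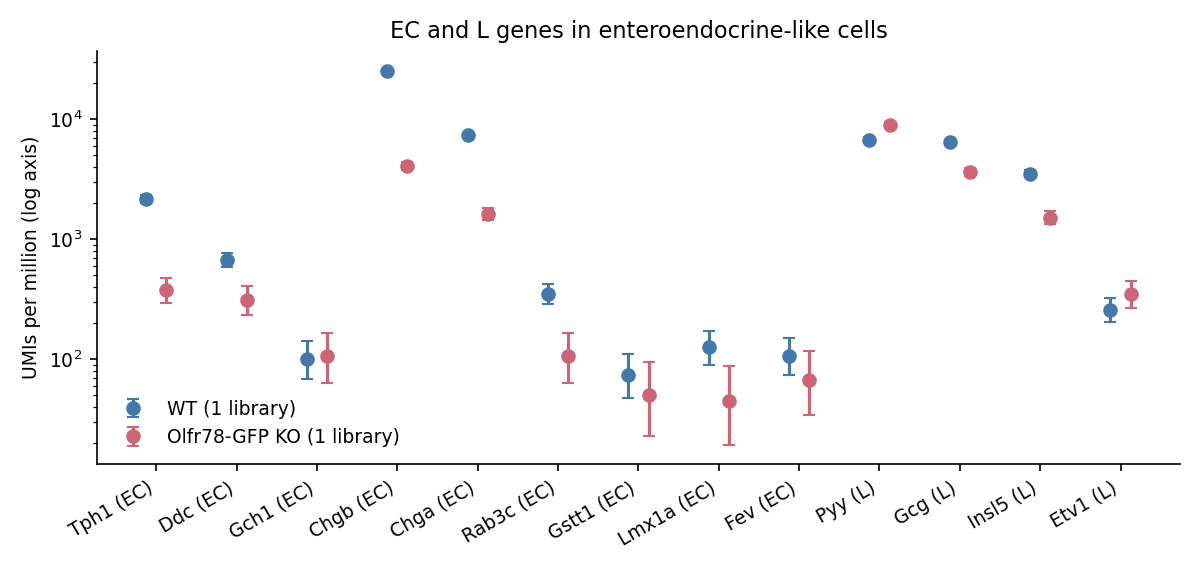
CPM (log axis) of the 9 EC genes and the 4 L genes summed over the EEC-like cells of the WT library and the KO library, 48 cells and 1 library each; points are levels and bars are exact Poisson 95% intervals. Tph1, Chgb and Chga lie lower in KO, and Pyy lies higher while Gcg and Insl5 lie lower.

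The 4 L genes did not move together. Pyy was higher in KO EEC-like cells (log2 ratio 0.41, 0.32 to 0.51) and also in non-epithelial cells (log2 ratio 0.83), Gcg and Insl5 were lower (log2 ratios -0.83 and -1.22), and Etv1 differed within counting error. The list's median was -0.21 (percentile 5.81), and a single cell of each library decided its direction, since it was 0.27 without the top cell of each library, which held 61.4% of the list's UMIs in WT and 48.7% in KO. Over epithelial-like cells the median was -0.34 (-0.57 to -0.17; percentile 1.53), and 0.31 without the top cells. For the 5 genes that the study named in its KO cells without EC identity (Sycn, Mfsd4a, Tfdp2, Agr2 and Muc2), the median log2 ratio in EEC-like cells was 0.66 (0.42 to 1.05; percentile 99.7). Sycn was at 0.97 (0.62 to 1.31) in EEC-like cells and at 1.07 (0.99 to 1.15) in non-epithelial cells. Agr2 was at 0.66 (0.42 to 0.90) and 0.48 (0.43 to 0.53) in these cells, and Muc2 at 0.26 (0.07 to 0.44) and 0.57 (0.53 to 0.60). Mfsd4a was at 1.50 (0.34 to 2.73) on 11 WT and 18 KO UMIs, against -0.01 in non-epithelial cells. Tfdp2 differed within counting error in EEC-like cells, at 0.20 (-1.29 to 1.61) on 12 WT and 8 KO UMIs. The 12 EEC transcription factors had a median of 0.04 (-0.28 to 0.31; percentile 52.9), within counting error, with 5 genes lower and 7 higher. Egr3 was lower beyond counting error, on 83 WT and 28 KO UMIs (log2 ratio -0.78, -1.45 to -0.15), and the intervals of the others included 0.

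The study described goblet-like populations marked by Reg4, Mpst, Saa1 and Papss2. In epithelial-like cells these 4 genes had a median log2 ratio of 0.05 (0.01 to 0.09; percentile 75.3), and 4 of 13 alternatives gave a negative value. Saa1 was lower in KO at 1388 and 1092 CPM (log2 ratio -0.35, -0.37 to -0.32), Mpst was higher (log2 ratio 0.27), and Reg4 differed within counting error (log2 ratio 0.03, -0.01 to 0.08). In EEC-like cells alone Reg4 fell from 1042 to 72 UMIs (log2 ratio -3.07, -3.43 to -2.72), a value picked out after it was seen. In goblet-like cells the median was -0.49 (-0.83 to -0.23; percentile 0.13), and 5 of 12 alternatives gave a positive value. Of the 13 epithelial clusters, 2 were over 90% WT cells after scaling, the first with 173 WT and 4 KO cells (9.83% and 0.268% of epithelial-like cells) and the other with 127 WT and 3 KO cells (7.22% and 0.201%). The WT cells of these clusters had a median of 2380 and 2888 UMIs, below the 8700 of all WT epithelial-like cells, and non-epithelial genes (Jchain, Vcam1, Apoe and Lyz2) were among their leading genes. In the first cluster Reg4 was at 2157 CPM in WT cells, against 416 in other WT epithelial-like cells. Saa1 was at 6750 CPM in the other cluster, against 1260 outside it. Mpst and Papss2 were at 211 and 236 CPM in the first (165 and 209 outside it), and at 73.0 and 184 in the other (168 and 211 outside it). These levels were picked out after they were seen, and a match to the study's populations was not tested. Both clusters were unnamed, and a cluster mostly of 1 library can be a property of that library rather than a cell type. The count stayed within 1.5 times in 6 of 10 alternatives. It was 1 with the looser filter and 0 with the stricter mitochondrial filter, without the upper UMI limit and with reciprocal PCA, which aligns the libraries by construction.

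The study saw a lower defence response to bacteria by bulk RNA sequencing of isolated crypts from both its mouse lines. The defence genes here were chosen before the data were examined and are not the study's gene set, so they do not test its result. Of 9 defence genes with values in epithelial-like cells, 5 were lower and 4 higher, with a median log2 ratio of -0.11 (-1.15 to 0.43; percentile 23.9) that was negative or positive depending on the alternative. Reg3b fell from 2884 to 265 CPM (log2 ratio -3.44, -3.49 to -3.40) and Reg3g from 522 to 49.4 (log2 ratio -3.40, -3.51 to -3.29). Retnlb and Ang4 were lower (log2 ratios -1.88 and -1.15), while Lypd8, Gsdmc2 and Gsdmc4 were higher (0.42, 0.44 and 0.48). Nos2 had the highest log2 ratio, at 1.85 (0.11 to 5.71), on 2 WT and 8 KO UMIs. The 7 cycling genes had a median of 0.07 (-0.24 to 0.16; percentile 97.9), with 3 genes lower and 4 higher.

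Among the 10271 genes ranked in epithelial-like cells, the 5 lowest log2 ratios belonged to Trim12a, Trim30d, Olfr78, Reg3b and Reg3g. Trim12a (chromosome 7, 104299894 to 104315466) had 285 WT and 0 KO UMIs. With the KO count set to 3 its log2 ratio was -6.14, and the upper limit of the interval was -5.83. Trim30d (chromosome 7, 104470014 to 104507849) had 308 and 11 UMIs. The 5 highest belonged to Ftl1-ps1, Ppy, Lgals7, Fabp6 and Hddc3. Ftl1-ps1, a processed copy of the ferritin gene Ftl1 that shares reads with it, had 247 WT and 21802 KO UMIs (log2 ratio 6.90, 6.72 to 7.08) and is uncertain for that reason. It was among the 3 highest in 7 of the 7 classes ranked, and Reg3b and Reg3g were among the 3 lowest in 4 of them. In endothelial-like cells Hbb-bs, Hba-a1 and Hbb-bt were the lowest, and in muscle or pericyte-like cells Lgals7 and Krt14 had 123 and 106 KO UMIs against 0 in WT. Lgr5 was among the 3 lowest in cycling-like cells, at 103 WT and 5 KO UMIs, where the libraries differed in the clusters and depths that made up the class.

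Outside the epithelium, immune-like cells were 14.1% of non-epithelial cells in WT (12.4 to 15.9%) and 10.6% in KO (9.13 to 12.2%). Cells with a Ptprc UMI after thinning were 8.82% and 5.08% of non-epithelial cells, against 1.70% and 0.402% of epithelial-like cells. The immune-like share was lower in KO in all 9 alternatives. Fibroblast-like cells were 51.2% in WT (48.7 to 53.8%) and 49.1% in KO (46.6 to 51.5%), with overlapping intervals. Cells with a Pdgfra UMI after thinning were 27.2% (25.0 to 29.5%) and 18.4% (16.6 to 20.4%) of non-epithelial cells, with intervals apart, against 1.19% and 1.41% of epithelial-like cells. An unnamed cluster led by Lgals7, Krt14 and Krt5, genes of stratified epithelium, held 10 WT cells (0.658%) and 114 KO cells (6.97%) of the non-epithelial cells, and without it the fibroblast-like shares were 51.6% and 52.7%. A second unnamed cluster led by Jchain held 57 WT and 47 KO cells.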

Values the study reported

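The study reported 1764 epithelial cells from the WT mouse and 1500 from the KO mouse in its single-cell data. By qRT-PCR, it reported that Olfr558 expression was at 19% residual levels in tissue without Olfr78.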

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

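The tests of the KO barcode in this part were chosen only after the result was seen. Barcodes over 30000 UMIs and under 30% mitochondrial UMIs were not among the kept cells, and they held an Olfr78 signal in the library that lacks the coding exon. In these barcodes Olfr78 was at 2.73 CPM in the KO library (33 UMIs in 275 barcodes), against 0.814 in the WT library (22 UMIs in 547 barcodes). The 33 UMIs were in 1 KO barcode, chosen after its values were seen, which had 35329 UMIs, 19.2% of them mitochondrial. It also held 6 Olfr560, 0 Olfr558 and 1 EGFP UMIs, with 1032 Pyy, 391 Chgb, 87 Chga, 20 Gcg and 0 Tph1 UMIs.

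A WT cell carried into the KO library was tested with the share of Ftl1-ps1 among Ftl1 and Ftl1-ps1 UMIs, which was 0.762% in kept WT cells and 53.9% in kept KO cells. In the barcode this share was 58.1% (42.1 to 73.0%), which argues against a WT cell. A droplet with more than 1 cell was tested with absorptive markers, which were at a log2 ratio of -2.33 (-3.12 to -1.63) against kept KO EEC-like cells. That gives no sign of an absorptive cell in the droplet, but another EEC would not show in this test, so a droplet with several EEC cannot be told apart from a single deep cell. Reads from transcripts of the targeted locus outside the replaced coding exon stay open, because the counts give no positions within genes and the last exon of the coding transcripts runs on past the coding sequence. A biological source of Olfr78 transcript in the KO mouse was not tested.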

How the results depend on the processing

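The alternatives without an upper UMI limit, with at least 5000 UMIs, with other groupings of clusters and without top cells were chosen after the data were examined, 41 of 237 in all. Over 24 results, 149 alternatives left the value within its counting interval or its margin of 1.5 times for counts, 59 moved it and 29 changed the sign of a difference that was beyond counting error. A change of sign in a result within counting error is counted with the others. Such results kept the sign of the reported value in 5 of 11 alternatives for EEC transcription factors, 7 of 13 for defence genes, 9 of 13 for cycling genes, 7 of 9 for SCFA receptors, 3 of 8 for the tuft-like share, 6 of 9 for the EEC-like share and 7 of 9 for the fibroblast-like share. Shares are given as KO minus WT in percentage points and gene results as log2 ratios. Where no construction explains a change, the cause was not tested. The EC genes stayed lower in KO in 12 of 12 alternatives in EEC-like cells (-2.06 to -0.88) and in 14 of 14 in epithelial-like cells (-2.37 to -0.48), and Olfr558 in 6 of 6 (-1.39 to -0.81). The share of EC-like cells was lower in KO in 5 of 5 and the share of immune-like cells in 9 of 9.

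With 1000 to 30000 UMIs and under 50% mitochondrial UMIs, the share of epithelial-like cells changed sign to 7.65 and absorptive-like cells to -5.88, goblet subset genes changed to -0.0831 in epithelial-like cells and to 0.0229 in goblet-like cells, and shares moved to -0.951 for EEC-like, -20.5 for EC-like, 0.527 for goblet-like, 8.99 for cycling-like, -0.396 for tuft-like, -4.01 for immune-like and -0.709 for fibroblast-like cells. The non-EEC genes moved to 0.30, and 1 epithelial cluster was mostly of 1 library. Under 15% mitochondrial UMIs, the cycling-like share changed sign to -14.8, L genes in epithelial-like cells to 0.47 and goblet subset genes in goblet-like cells to 0.16. Moved values were -10.8 for epithelial-like, 1.70 for goblet-like, 8.51 for absorptive-like, -1.89 for immune-like and -2.45 for fibroblast-like shares, -0.52 for EC genes in epithelial-like cells, 0.25 for goblet subset genes in epithelial-like cells, 0.21 for SCFA receptors and 0 clusters mostly of 1 library.

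Without top doublet scores the absorptive-like share changed sign to -4.84, and the EC-like share moved to -37.6 and goblet subset genes in epithelial-like cells to 0.0933. With log-normalised counts the absorptive-like share changed sign to -4.06 and goblet subset genes in goblet-like cells to 0.20, and shares moved to -5.89 for epithelial-like, 2.62 for goblet-like and 10.0 for cycling-like cells. With reciprocal PCA the absorptive-like share changed sign to -4.14 and goblet subset genes in goblet-like cells to 0.20, and values moved to -4.94 for epithelial-like, 2.24 for goblet-like and 14.5 for cycling-like shares, with 0 clusters mostly of 1 library. Both of these clusterings changed between an earlier run and the final run, which differed in the numeric settings of the linear algebra library. In the earlier run both gave an EC-like subcluster, with a lower share in KO, and the cycling-like share with reciprocal PCA changed sign, so shares under these 2 alternatives are not stable. With all genes open to the clustering, shares moved to -6.47 for epithelial-like, -2.25 for immune-like and -3.16 for fibroblast-like cells. At resolution 0.6 the absorptive-like share moved to 0.451.

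With an Epcam UMI as the mark of epithelial cells, shares changed sign to 4.66 for epithelial-like, -3.27 for goblet-like, -0.12 for absorptive-like and -2.01 for cycling-like cells, goblet subset genes to -0.0812 in epithelial-like and 0.14 in goblet-like cells, and cycling genes moved to 0.27. This rule took in 91.9% of kept WT cells and 96.6% of kept KO cells, because non-epithelial cells carried Epcam UMIs (42.6% and 64.3% of them after thinning). With at least 3 Chga UMIs as the mark of EEC, L genes changed sign to 0.13 and the EEC share moved to -0.75. As means over cells, L genes in epithelial-like cells changed sign to 0.23 and goblet subset genes there to -0.24, and values moved to -0.57 for L genes in EEC-like cells, -0.48 for EC genes in epithelial-like cells, -0.19 for goblet subset genes in goblet-like cells and -0.54 for SCFA receptors. Shares of cells with a UMI after thinning moved to -18.8 for Tph1 among EEC-like cells, -3.75 for Ptprc and -8.78 for Pdgfra.

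Without an upper UMI limit, shares changed sign to -1.66 for absorptive-like and -11.1 for cycling-like cells, L genes in EEC-like cells to 0.43 and goblet subset genes in epithelial-like cells to -0.0876. Olfr78 moved to -0.90, by construction, since 1 KO barcode with 33 Olfr78 UMIs came in. Other moved values were -5.41 for epithelial-like, -1.53 for immune-like and -1.07 for fibroblast-like shares, -0.88 for EC genes, 0.33 for non-EEC genes and 0.57 for transcription factors in EEC-like cells, -0.0525 for L genes and -0.55 for cycling genes in epithelial-like cells, 0.18 for SCFA receptors and 0 clusters mostly of 1 library. With at least 5000 UMIs the cycling-like share changed sign to -9.70, and values moved to -0.682 for EEC-like, 0.374 for goblet-like and 12.8 for absorptive-like shares, and to -2.37 for EC genes, -1.02 for L genes and 0.13 for goblet subset genes in epithelial-like cells. With only the cycling-like clusters of a median of at least 5000 UMIs that share changed sign to -7.89. With the unnamed cluster led by goblet markers the goblet-like share moved to 2.19, and without the cluster led by Krt5 and Krt14 the fibroblast-like share moved to 1.17. Without the top cell of each library, L genes changed sign to 0.27 in EEC-like and 0.31 in epithelial-like cells.

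At a ranking minimum of 300 UMIs 7 of the 10 epithelial genes named by size stayed in the ranking. There was no value for EEC-like or tuft-like cells under 15% mitochondrial UMIs or with the Epcam rule, where no cluster took those names, for EC-like cells with log-normalised counts, with reciprocal PCA or at resolution 0.6, or for secretory progenitor-like cells. The 96 EEC-like cells limit every EEC result, since single cells held large parts of the list UMIs. No paired analysis was possible because each group has 1 library.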

Other observations

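The tests of free EC transcripts, of EC transcripts without the filter on cells, of Mfsd4a, of the WT clusters with their Reg4 and Saa1 levels, of Ftl1-ps1, of Reg3b and Reg3g in fibroblast-like cells, of Saa1 by depth, of the Krt5 and Krt14 cells and of Olfr558 by cell type were chosen only after the result was seen. Ftl1, Hoxa13, Hoxb13, Hoxd13, Ddx3y, Krt5, Olfr560 and the leading genes of unnamed clusters lie outside the rule for named genes, and where their values are picked out this was done after they were seen. Genotype, age and dissection differ together between the 2 mice, so an effect of any of them stays open and untested for every pattern here.

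EC genes were lower in KO EEC-like cells. With every EEC-like cell thinned to 1500 UMIs the list's median log2 ratio was -1.15 (-1.86 to -0.58), so fewer UMIs per KO cell are not the whole cause. EC cells lost to the filter are argued against as the whole cause, since Tph1, Chgb and Chga UMIs over all barcodes, with none removed, had a log2 ratio of -1.83 (-1.88 to -1.79) in CPM. It was -1.83 (-1.92 to -1.74) in barcodes with at least 30% mitochondrial UMIs and -1.29 (-1.42 to -1.16) in those over 30000 UMIs and under 30% mitochondrial, against -2.39 in kept cells. Barcodes under 1500 UMIs differed less, at 0.18 (-0.28 to 0.64) for Tph1, -0.29 (-0.47 to -0.11) for Chgb and -0.05 (-0.34 to 0.24) for Chga. Fewer EC cells in the whole KO tissue should show in free RNA in other cells. Tph1, Chgb and Chga UMIs set against Muc2 in fibroblast-like cells had a log2 ratio of -0.37 (-0.65 to -0.08). In CPM, their log2 ratio was 0.33 (0.04 to 0.61) in fibroblast-like cells (195 and 222 UMIs) and -2.52 in EEC-like cells, with a counting interval of -2.61 to -2.43. As few cells held most of these UMIs, resampling of cells within the libraries gave -4.29 to -0.85, which describes these 2 libraries only. In barcodes under 1500 UMIs the ratio against Muc2 was -0.27. Under both denominators the value in fibroblast-like cells lies above both ranges, which argues against fewer EC cells in the whole tissue as the whole cause in these 2 libraries, and a smaller loss stays open. Which EC cells survived dissociation in each library may account for part of the difference, a hypothesis that was not tested. A different length of proximal and distal colon cannot be told apart from genotype, because 1 library per group confounds them. In fibroblast-like cells Hoxb13 was at a log2 ratio of 1.15 (0.78 to 1.53) on 91 and 183 UMIs, while Hoxa13 (0.06) and Hoxd13 (0.32) were within counting error. In epithelial-like cells Hoxb13 was at 0.63 (0.55 to 0.70), Hoxd13 at 0.28 (0.03 to 0.54) and Hoxa13 at 0.15 (-0.08 to 0.39), so the distal genes leaned to KO in both.

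The higher non-EEC genes in KO EEC-like cells may come from free RNA, with goblet cells as a possible source that was not settled. Muc2 had a log2 ratio of 0.57 in non-epithelial cells, above its 0.26 in EEC-like cells, and Agr2 had a ratio there within the interval of the EEC-like cells. Sycn also had a ratio there within its own interval in EEC-like cells. In goblet-like cells the log2 ratios were -0.11 for Sycn, -0.45 (-0.48 to -0.41) for Muc2 and 0.38 (0.31 to 0.45) for Agr2. Sycn and Muc2 were thus not higher in KO goblet-like cells, and their free RNA cannot be assigned to these cells. For Sycn, goblet-like cells held only 1216 of 42133 WT UMIs and 1137 of 48318 KO UMIs of the epithelial-like cells. Over all epithelial-like cells Sycn was higher in KO (log2 ratio 0.63, 0.61 to 0.65). Mfsd4a was at 1.50 in EEC-like cells and -0.01 in non-epithelial cells, on 11 and 18 UMIs, too few to settle whether free RNA plays a part, so both explanations cannot be told apart for this gene.

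Goblet subset genes were examined for a loss in the KO library. In epithelial-like cells with at least 10000 UMIs its median log2 ratio was 0.13, and below 10000 UMIs it was -0.43. Loss of low-UMI cells as the cause cannot be told apart from other causes for the list, because members went both ways, with Reg4 at 0.17 and Saa1 at -0.21 in the deep cells and at -0.77 and -0.75 in the others. For Saa1 alone the ratio of -0.21 (-0.24 to -0.17) in deep cells argues against a loss in low-UMI cells only. The length of colon, tested with Hoxb13 at 1.15, stays open here as well. The clusters mostly of WT cells carried more RNA of non-epithelial cells than other WT epithelial-like cells of 1500 to 5000 UMIs, with 45 marker genes at 2437 and 1526 CPM (log2 ratio 0.68, 0.58 to 0.77), and KO cells of that depth had 751. As non-epithelial genes among their leading genes prompted this test, it decides nothing, and droplets with such RNA in the WT library cannot be told apart from other causes of the clusters. Such RNA is argued against for the high level of Reg4 in the first of them and of Saa1 in the other, at log2 ratios of 4.51 (4.38 to 4.64) and 6.30 (6.18 to 6.41) over WT non-epithelial cells. Each gene was high in only 1 of them, since the first held Saa1 at 500 CPM, below the 1410 of other WT epithelial-like cells, and the other held Reg4 at 100 CPM, near the 94.5 of WT non-epithelial cells. A cell state in WT epithelium and low-quality epithelial cells of the WT library stay open as well.

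Several genes differed in every class of cells. A difference in sex is argued against by Ddx3y, at 55.8 CPM in WT and 51.7 in KO, with Xist not analysed here. For donor-strain chromosome around the targeted gene in the KO mouse, 3 rankings of genes that differ in every class were tried and the window of 25 Mb was set after the values were seen. In the ranking over 6 classes with at least 10 UMIs, 5 of the first 20 genes were on chromosome 7 (25.0%, 8.66 to 49.1%), against 7.29% of all ranked genes, and 3 were within the window (95% interval 3.21 to 37.9%, against 2.59%). With at least 20 UMIs there were 2 (10.0%, 1.23 to 31.7%, against 7.08%) and 0 within the window (up to 16.8%, against 2.52%), a ranking that Trim12a and Hddc3 did not enter. Over epithelial-like and all other named cells with at least 50 UMIs there were 7 (35.0%, 15.4 to 59.2%, against 7.47%) and 6 within the window (11.9 to 54.3%, against 2.61%). Of the 3 rankings, 2 thus had more such genes than other expressed genes would give, but as the window and the further rankings came after the values were seen, donor-strain sequence cannot be told apart from chance or from an effect of Olfr78 for these genes. Trim12a and Trim30d, the lowest genes in epithelial-like cells, lie on chromosome 7 near Olfr78 and may belong to such a segment.

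Ftl1-ps1 was higher in KO in 7 of 7 classes. Reads shared with Ftl1, moved by a variant in the KO mouse, may explain it, since Ftl1 was lower in epithelial-like cells (log2 ratio -0.64, -0.67 to -0.62) and in 6 of 6 classes tested. The sum of both genes was still 0.56 higher in epithelial-like cells and -0.07 in endothelial-like cells. It would also differ by class if the levels of these genes differed between the libraries. The sum therefore does not settle how reads passed between them.

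Reg3b and Reg3g were lower in KO cells of classes that are not epithelial. Reg3b in fibroblast-like cells was at 646 and 25.8 CPM (log2 ratio -4.65, -4.92 to -4.38), far below the epithelial 2884 in WT. This fall was larger than that in epithelial-like cells (-3.44, -3.49 to -3.40), but its interval overlapped that of barcodes under 1500 UMIs (-4.76, -4.91 to -4.61), and for Reg3g the values were -4.33 (-5.02 to -3.72) and -4.02 (-4.30 to -3.76). This is in line with free RNA of epithelial cells in fibroblast-like cells, and why free RNA fell by more than the kept epithelial-like cells stays open. The fall within the epithelium itself has no technical test here, and age and microbes stay open.

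Cells led by Krt5 and Krt14 were mostly in the KO library. Tissue taken closer to the anal end in the KO mouse may explain them, since Hoxb13 was higher in KO fibroblast-like cells (log2 ratio 1.15), while Hoxa13 and Hoxd13 did not differ beyond counting error there. In epithelial-like cells Hoxb13 and Hoxd13 were both higher in KO (0.63 and 0.28).

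Olfr558 fell in epithelial-like cells (log2 ratio -3.23) by more than in muscle or pericyte-like cells (-0.59, -1.20 to 0.00). Set against Tph1 in epithelial-like cells, Olfr558 was at -0.86 (-7.79 to 0.12), so fewer EC cells among those kept may account for its fall there. As that interval overlaps the interval of muscle or pericyte-like cells, loss of a shared control element acting alike in every cell type stays open.

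Over all kept cells the Olfr558 log2 ratio here was -1.06. That is a higher residual level than the value quoted from the study above, which came from tissue by another assay.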
